# Genetic Background Modulates lncRNA-Coordinated Tissue Response to Low Dose Ionizing Radiation

**DOI:** 10.1155/2015/461038

**Published:** 2015-02-23

**Authors:** Jonathan Tang, Yurong Huang, David H. Nguyen, Sylvain V. Costes, Antoine M. Snijders, Jian-Hua Mao

## Abstract

Long noncoding RNAs (lncRNAs) are emerging as key regulators of diverse cell functions and processes. However, the relevance of lncRNAs in the cell and tissue response to ionizing radiation has not yet been characterized. Here we used microarray profiling to determine lncRNA and mRNA expression in mammary glands of BALB/c and SPRET/EiJ mice after low-dose ionizing radiation (LDIR) exposure. We found that unirradiated mammary tissues of these strains differed significantly in baseline expressions of 290 lncRNAs. LDIR exposure (10 cGy) induced a significant change in the expression of many lncRNAs. The vast majority of lncRNAs identified to be differentially expressed after LDIR in either BALB/c or SPRET/EiJ had a significantly correlated expression pattern with at least one LDIR responsive mRNA. Functional analysis revealed that the response to LDIR in BALB/c mice is highly dynamic with enrichment for genes involved in tissue injury, inflammatory responses, and mammary gland development at 2, 4, and 8 weeks after LDIR, respectively. Our study demonstrates that genetic background strongly influences the expression of lncRNAs and their response to radiation and that lncRNAs may coordinate the tissue response to LDIR exposure via regulation of coding mRNAs.

## 1. Introduction

Ionizing radiation is a well-known carcinogen in humans, and breast is one of the most sensitive organs to radiogenic cancer [1]. The rate of breast cancer in postwar Japan was among the lowest in the world, but breast cancer contributed a disproportionately large fraction of the radiation-related cancer burden in atomic bomb survivors [2, 3]. The data from the Hiroshima and Nagasaki survivors provides strong evidence for increased breast cancer following single acute doses of 20 cGy and linearity with increasing dose [3–6]. Also, an increase in the incidence of breast cancer has been observed in areas affected by the Chernobyl accident, which resulted in radioactive contamination of large areas of Belarus and Ukraine [7]. A twofold increase in risk was observed when comparing the most (>40 mSv cumulative dose) and least contaminated regions. Interestingly, the increase appeared 10 years after exposure and was most prominent in women exposed at younger age.

More than 50,000 women in the United States have been treated with chest radiation (≥20 Gy) for a pediatric or young adult cancer. Children treated from cancer with radiotherapy have a 2.9 relative risk of subsequent malignancy compared to those who were not [8, 9]. A systematic review of 14 studies concluded that risk of breast cancer increased as early as 8 years following chest radiation and did not plateau with increasing length of follow-up [10]. Studies estimating low-dose radiation-induced cancer risk from diagnostic X-rays and CT scans have found a small but significant increased lifetime risk [11, 12]. While the benefits of diagnostic X-ray and CT scans outweigh potential individual lifetime risk, their use should be justified and alternatives considered.

We know remarkably little of molecular mechanisms that may be protective or risky for breast cancer after exposure to low-dose ionizing radiation (LDIR). Identification of transcriptomic changes induced by LDIR in mammary tissue will be valuable to elucidate the molecular mechanisms associated with radiation-induced breast cancer. Long noncoding RNAs (lncRNAs), which initially were thought of as transcriptional noise, are emerging as key regulators of a multitude of cellular processes by taking part in epigenetic, transcriptional, and posttranscriptional regulation of gene expression [13, 14]. The lncRNAs have a weaker evolutionary constraint and lower levels of expression compared to the protein-coding transcripts [15, 16] but exhibit more tissue specific expression than the protein-coding genes. Recently, a number of studies have shown that lncRNA expression can be deregulated in human cancers [17, 18]. As the functions of individual lncRNAs in cancer are beginning to be elucidated, they are being categorized and referred to as either tumor suppressor or oncogenic lncRNAs, in the same way as traditional protein-coding cancer genes. However, the relevance of lncRNAs in the cell and tissue response to ionizing radiation has not yet been characterized.

In this study, we used Agilent SurePrint G3 microarrays to profile lncRNA and mRNA from mammary glands of BALB/c mice 2, 4, and 8 weeks after irradiation and of SPRET/EiJ mice 4 weeks after irradiation with 10 cGy of X-radiation. We identified lncRNA and mRNA expression signatures for each time point after irradiation in comparison to sham. Of the total 1338 lncRNAs identified to be differentially expressed after LDIR in either BALB/c or SPRET/EiJ, 1337 had a significantly correlated expression pattern with at least one mRNA that was also differentially expressed after LDIR. Our results indicate lncRNAs may exert a partial or key role in the regulation of coding RNA expression induced by radiation.

## 2. Materials and Methods

### 2.1. Mice and Irradiation

BALB/c and SPRET/EiJ mice were purchased from Jackson Laboratory, housed four per cage under a 12 hr light and 12 hr dark cycle, and fed with Lab Diet 5008 chow and water ad libitum. The mice were irradiated whole body at 8-9 weeks of age to a single dose of 10 cGy using a Precision X-ray Inc RAD320 320 kVp X-ray machine, operated at 300 kV, 2 mA. Mammary tissues were collected for gene expression profile at 2, 4, and 8 weeks after irradiation. All animal experiments were performed at Lawrence Berkeley National Laboratory and the study was carried out in strict accordance with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The animal use protocol was approved by the Animal Welfare and Research Committee of the Lawrence Berkeley National Laboratory.

### 2.2. Expression Profile by Microarray

Total RNA quality and quantity were determined using Agilent 2100 Bioanalyzer and NanoDrop ND-1000. Agilent SurePrint G3 Mouse GE 8x60K Microarrays were used according to the manufacturer's protocol (arrays contained 39,430 Entrez gene RNAs and 16,251 lncRNAs). All processes were done by Ambry Genetics (Aliso Viejo, CA). Microarray data have been deposited at NCBI GEO (accession number: GSE62662).

### 2.3. Data Analysis

Data normalization was performed with GeneSpring GX12.5 (Agilent Technologies). Signal intensities for each probe were normalized to the 75th percentile without baseline transformation. Genes that were differentially expressed between sham and irradiated were identified by the unpaired Student's *t*-test with a *p* value cut-off of 0.05 (*p* value < 0.001 for baseline strain comparison) and a fold-change criteria of more than 1.5.

### 2.4. Correlation Analysis

For each of the 8 experimental treatment groups, the average expression values of the 3 biological replicates were first calculated for each mRNA and each lncRNA. Significantly correlated pairs of mRNA and lncRNA were calculated using a standard permutation test [19]. In brief, for each potential mRNA and lncRNA pair, the 8 mRNA values were randomly rearranged and a correlation coefficient was calculated between the 8 mRNAs and 8 lncRNAs values. Permutations were repeated 10,000 times to derive a distribution of 10,000 correlation coefficients. The *p* value reported in this work represents the percentage of permutations leading to a higher correlation than the original correlation between the 8 mRNAs and 8 lncRNAs values. In other words, the lower the *p* value is, the more likely the mRNA and lncRNA pair is not randomly associated.

### 2.5. Functional Analysis

Gene lists were annotated with biological functions using Ingenuity Pathway Analysis (IPA), KEGG pathway analysis (http://bioinfo.vanderbilt.edu/webgestalt/) and DAVID GO gene ontology (http://david.abcc.ncifcrf.gov/; *p* ≤ 0.05). Annotations for the various shapes used in the IPA networks in Figures 1–3 are shown in Figure S3 in Supplementary Material available online at http://dx.doi.org/10.1155/2015/461038. lncRNA and mRNA correlation networks were generated using Cytoscape.

## 3. Results and Discussion

### 3.1. Differential Expression of lncRNA and mRNA between BALB/c and SPRET/EiJ Mammary Tissues

To identify potential lncRNAs and mRNAs that may determine susceptibility to radiation-induced breast cancer, we profiled two inbred strains of mice with differing genetic susceptibilities: BALB/c mice as more sensitive and SPRET/EiJ as more resistant. 

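BALB/c is a common inbred laboratory strain, and SPRET/EiJ is an inbred strain derived from wild Mus spretus, another mouse species. For the baseline comparison, mammary tissues of 3 sham-treated BALB/c mice and 3 sham-treated SPRET/EiJ mice were used, all collected 4 weeks after sham exposure, the only time at which both strains have a sham group. The paper's text does not name the BALB/c sham group behind its baseline lists. RNA of each mouse was hybridised in a single colour to its own array, with 8 arrays on each slide. An array has 59305 spots that are not controls, for 16251 lncRNA probes and 39430 coding RNA probes. The authors deposited the scanner software's background-subtracted intensity of each spot and, separately, log2 values normalized to the 75th percentile. The intensities were taken here on the log2 scale, minus the 75th percentile of the same array, and the spots of one probe were averaged. Spots that the scanner software marked as outliers were left out, and no spot was saturated. Between 66.3% and 70.8% of probes were well above background on the 3 BALB/c arrays, and between 64.7% and 67.9% on the 3 SPRET/EiJ arrays. For lncRNA probes alone the range over the 6 arrays was 51.0% to 59.7%, and for coding RNA probes 70.3% to 75.4%. Each probe was tested with limma's moderated test on these 6 arrays. Probes with an unadjusted p under 0.001 and a change of more than 1.5-fold, the thresholds of the methods, were counted. The number of arrays limits the precision: an exact permutation test of a single probe on 3 arrays against 3 gives no two-sided p below 0.1. The BALB/c arrays lay on slides 1 and 2 and the SPRET/EiJ arrays on slide 3, so no slide held sham arrays of both strains.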

BALB/c mice carry two DNA-PKcs polymorphisms with reduced catalytic subunit activity and defective nonhomologous-end-joining of double strand breaks [20]. 

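Of the 16251 lncRNA probes, 1226 passed both thresholds in the comparison of sham tissues, 846 of them higher and 380 lower in BALB/c. The alternative that moved this count most was the methods' t-test with unequal variances on the authors' normalized values, which was chosen after the data were seen and gave 288. With slide as a random block the count was 1386. Of the 1226 probes, 1086 were well above background on all 3 arrays of the higher strain and 44 on none of the 6 arrays. The largest difference between lncRNAs measured on all 6 arrays was that of an lncRNA on chromosome 4 (probe at 141532840 to 141532899, mm9). Its log2 level relative to the 75th percentile was 5.70 ± 0.44 (SD, n = 3) in BALB/c and -2.35 ± 0.21 (SD, n = 3) in SPRET/EiJ, a difference of 8.04 (standard error 0.27, adjusted p = 4.97e-05 from limma with Benjamini-Hochberg adjustment over all probes). An lncRNA on chromosome 18 (probe at 36454676 to 36454735) was not well above background on any SPRET/EiJ array and at least 136-fold higher in BALB/c. Such a bound sets the mean of the brighter group against, on each dim array, the higher of the probe's own signal and the lowest signal among probes well above background. In the other direction, an lncRNA on chromosome 7 (probe at 4847060 to 4847119) was lower in BALB/c by a log2 difference of -5.99 (standard error 0.21, adjusted p = 5.56e-05 from limma). An lncRNA on chromosome 9 (probe at 78116834 to 78116893) was not well above background on any BALB/c array and at least 20.8-fold higher in SPRET/EiJ.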

We identified 195 lncRNAs as upregulated and 95 lncRNAs as downregulated in BALB/c in comparison to SPRET/EiJ (fold-change 1.5; *p* value < 0.001) (Figure 1(a); Table S1). Additionally, 582 mRNAs were upregulated and 402 mRNAs were downregulated in BALB/c in comparison to SPRET/EiJ (fold-change 1.5; *p* value < 0.001) (Figure 1(b); Table S1). 

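Among the 39430 coding RNA probes, 3703 passed the same thresholds, with 2177 higher and 1526 lower in BALB/c. Leaving out BALB/c sham replicate A brought this count to 2363. Of the 3703 probes, 3500 were well above background on all 3 arrays of the higher strain and 71 on none. A probe of Me1, which encodes a malic enzyme (chromosome 9, 86475077 to 86475136, mm9), had a log2 level of 7.62 ± 0.68 (SD, n = 3) in BALB/c and -5.95 ± 1.07 (SD, n = 3) in SPRET/EiJ, where 1 of 3 arrays measured it above background. The difference was 13.57 (standard error 0.60, adjusted p = 1.05e-04 from limma). A second Me1 probe, also above background on 1 of 3 SPRET/EiJ arrays, differed by 12.56, while the remaining Me1 probe differed by -0.88 in the opposite direction. S100b, which encodes a calcium-binding protein (chromosome 10, 75723783 to 75723842), was lower in BALB/c, at 0.01 ± 0.36 (SD, n = 3) against 8.02 ± 0.91 (SD, n = 3). Its difference of -8.01 had a standard error of 0.47 (adjusted p = 2.38e-04 from limma). A transcript named only NAP111484-1 in the array's annotation was not well above background on any BALB/c array and at least 130.4-fold higher in SPRET/EiJ.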

Gene ontology analyses of differentially expressed genes between BALB/c and SPRET/EiJ showed significant enrichment for metabolic processes (*p* = 5.9*E* − 06), ion binding (*p* = 3.00*E* − 08), and chemokine signaling (*p* = 0.02) (Figure 1(c); Table S2).

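The gene ontology sets are not used here. In their place, the 55 genes on the array whose symbols are those of chemokines, chemokine receptors or atypical chemokine receptors were tested as one set, with 1 probe per gene. Their median log2 difference between BALB/c and SPRET/EiJ was -0.12 and their mean difference 0.14, and 23 of the 55 were higher in BALB/c. Median and mean thus differed in sign. limma's camera, which sets the genes against all others with a preset correlation of 0.01 between genes, gave a two-sided p of 0.946 in the downward direction. limma's fry, which tests the set by itself, gave 0.549 in the upward direction, so neither test showed a shift of the set as a whole. Both tests ask for a shift in 1 direction. The paper's enrichment concerns the genes in its list of differentially expressed genes, so these tests do not decide on it. The direction in limma's camera also turned upward among detected probes only (two-sided p of the set 0.830) and without SPRET/EiJ sham replicate A (0.758), BALB/c sham replicate A (0.882) or BALB/c sham replicate C (0.840). Single chemokine genes did differ: 11 of the 55 passed both thresholds, 16 had an adjusted p under 0.05 over all probes tested, and 18 when adjusted over the list alone. Of all 39430 coding RNA probes, 3703 passed both thresholds. A gene can have several probes, so these counts are not strictly alike, and over-representation of the set was not tested.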

Our analyses identified significant strain differences in gene expression between BALB/c and SPRET/EiJ mammary tissues. 

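Over all 55681 probes, 10424 had a Benjamini-Hochberg adjusted p under 0.05 in limma, 5797 of them higher and 4627 lower in BALB/c, and 6363 in the methods' t-test on the same values. Without BALB/c sham replicate A limma gave 6907. From its analyses of the lncRNAs and mRNAs past its thresholds, the paper concludes that gene expression differs significantly between mammary tissues of the 2 strains.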

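Ccl6 (chromosome 11, 83401997 to 83402056, mm9) was well above background on all 6 sham arrays. Its log2 level was 3.69 ± 0.38 (SD, n = 3) in BALB/c and -0.36 ± 0.27 (SD, n = 3) in SPRET/EiJ, a difference of 4.05 (standard error 0.26, adjusted p = 3.1e-04 from limma). With each array left out in turn the difference stayed between 3.86 and 4.24. The brightest probe of Ccl25 (chromosome 8, 4359916 to 4359975) was at -0.42 ± 0.27 (SD, n = 3) in BALB/c and -2.88 ± 0.17 (SD, n = 3) in SPRET/EiJ, a difference of 2.46 (standard error 0.20, adjusted p = 7.9e-04 from limma). Other Ccl25 probes differed by 1.88, measured above background on 1 of 3 SPRET/EiJ arrays, and by 0.59, and one was not well above background on any array. With slide as a block in the fit of all 24 arrays the Ccl25 difference was 1.81 and no longer passed the threshold. Cxcl10 is measured by a pair of probes that disagree. The brighter one (chromosome 5, 92775781 to 92775840) was at -1.28 ± 0.72 (SD, n = 3) in BALB/c and -1.40 ± 0.21 (SD, n = 3) in SPRET/EiJ, a difference of 0.12 (standard error 0.37, adjusted p = 0.846 from limma) that lies within the spread between arrays. Its sign turned with slide as a block in the fit of all 24 arrays (-0.49) and without BALB/c sham replicate B (-0.09) or C (-0.08). The dimmer Cxcl10 probe, which is the one listed in Table S1, was well above background on all 3 BALB/c arrays and on no SPRET/EiJ array, and was at least 1.48-fold higher in BALB/c (adjusted p = 5.8e-04 from limma).

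**Figure D1:**
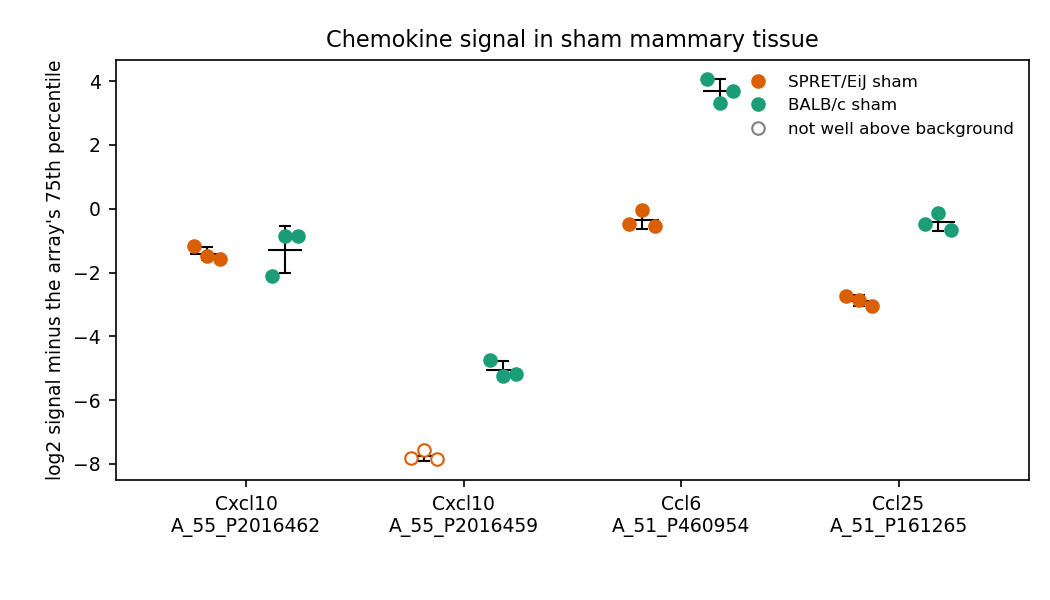
log2 signal minus the array's 75th percentile (vertical axis) of the probes of Cxcl10, Ccl6 and Ccl25 on the 3 SPRET/EiJ and 3 BALB/c sham arrays, with 1 dot per array, open dots where the probe was not well above background, and bars for the mean and SD. Every BALB/c array lies above every SPRET/EiJ array for Ccl6 (mean 3.69 against -0.36), Ccl25 (-0.42 against -2.88) and the dimmer Cxcl10 probe, while the arrays overlap for the brighter Cxcl10 probe (-1.28 against -1.40).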

We found significant differences in the expression of a number of chemokines including CXCL10, CCL6, and CCL25, which were expressed at higher levels in mammary tissues of the more sensitive and susceptible BALB/c mice and which have previously been associated with breast cancer progression when over expressed [21].

### 3.2. lncRNA and mRNA Expression Signatures of Irradiated Mammary Tissues

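The LDIR comparisons rest on 24 arrays of 1 mouse each. Mice were exposed whole body to 10 cGy at 8 to 9 weeks of age or sham-treated. There were 3 LDIR and 3 sham arrays of BALB/c mice at each of 2, 4 and 8 weeks, and 3 LDIR and 3 sham arrays of SPRET/EiJ mice at 4 weeks, and no LDIR comparison shares an array with another. The scaling was that of the strain comparison. The median share of probes well above background was 68.9% on the LDIR arrays and 67.2% on the sham arrays of BALB/c at 2 weeks, 71.0% and 69.5% at 4 weeks, and 68.6% and 71.7% at 8 weeks. In SPRET/EiJ it was 68.3% on the LDIR arrays and 66.4% on the sham arrays, with 57.1% on the array of LDIR replicate C. The scanner software's average net signal of the negative controls, a measure of each array's background, was 37.2 on the array of BALB/c 8-week sham replicate A. It was 26.3 on that of SPRET/EiJ LDIR replicate C, and at most 18.9 on the others. LDIR and sham arrays were compared within each strain and time by limma, and probes with an unadjusted p under 0.05 and a change of more than 1.5-fold were counted. Slide 1 held all 6 arrays of BALB/c at 2 weeks and slide 3 all 6 of SPRET/EiJ. At 4 weeks sham replicates A and B lay on slide 1 and the other 4 arrays on slide 2. At 8 weeks LDIR replicates B and C lay on slide 3 and the other 4 arrays on slide 2. The median log2 change of all probes was 0.00 and 0.02 in BALB/c at 2 and 4 weeks, 0.04 in SPRET/EiJ, and -0.14 in BALB/c at 8 weeks.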

To identify lncRNA and mRNA expression changes induced by low-dose ionizing radiation (LDIR), we profiled lncRNA and mRNA expression from mammary glands of BALB/c mice 2, 4, and 8 weeks after irradiation and of SPRET/EiJ mice 4 weeks after irradiation with 10 cGy of X-radiation. 

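In BALB/c at 2 weeks, 707 lncRNA probes passed the thresholds, 524 higher and 183 lower after LDIR, with 1036 coding RNA probes, 731 higher and 305 lower. At 4 weeks there were 926 lncRNAs, 696 higher and 230 lower, and 1738 coding RNAs, 1179 higher and 559 lower. At 8 weeks there were 412 lncRNAs, 18 higher and 394 lower, and 593 coding RNAs, 75 higher and 518 lower. The alternative that moved the lncRNA counts most was the normexp background correction, which left 21, 58 and 16 lncRNAs at 2, 4 and 8 weeks. The coding RNA count at 4 weeks moved most, to 403, with slide as a block in a fit of all 24 arrays. On the 6 arrays of each time, no probe had an adjusted p under 0.05 in limma. The 24-array fit gave 1 such probe at 8 weeks, and with slide as a block 5 at 4 weeks and 22 at 8 weeks. In simulated data with a log2 change of 2 in 200 probes, limma recovered 50%, 50% and 0% of them after adjustment at 2, 4 and 8 weeks. A count of 0 at 8 weeks thus does not speak against such changes. At an unadjusted p under 0.05, limma gave 2787 probes at 2 weeks, 3392 at 4 weeks and 1033 at 8 weeks, which are 5.01%, 6.09% and 1.86% of the 55681 tested, and the methods' t-test 3351, 3021 and 1039. After adjustment the methods' t-test gave 1 probe at 4 weeks, of Rg9mtd2 (log2 change -0.48), a gene named after its value was seen, and none at the other times. Single arrays decide part of these counts. Without sham replicate C the 4-week counts were 2457 lncRNAs and 3625 coding RNAs. That fit sets shams of slide 1 against LDIR arrays of slide 2, so a difference between slides may add to its counts. Without LDIR replicate C the 8-week count was 199 lncRNAs. Without sham replicate C the 2-week count was 1626 coding RNAs. The balance of higher and lower probes also depends on the scaling. Higher probes made up 72.0%, 70.4% and 9.25% of both classes at 2, 4 and 8 weeks, and 60.3%, 51.8% and 49.5% after quantile normalization. With slide as a block in the same 6-array fit, 791 were higher and 1765 lower at 4 weeks, but that fit sets the LDIR arrays against sham replicate C alone, the 1 sham array on their slide.

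**Figure D2:**
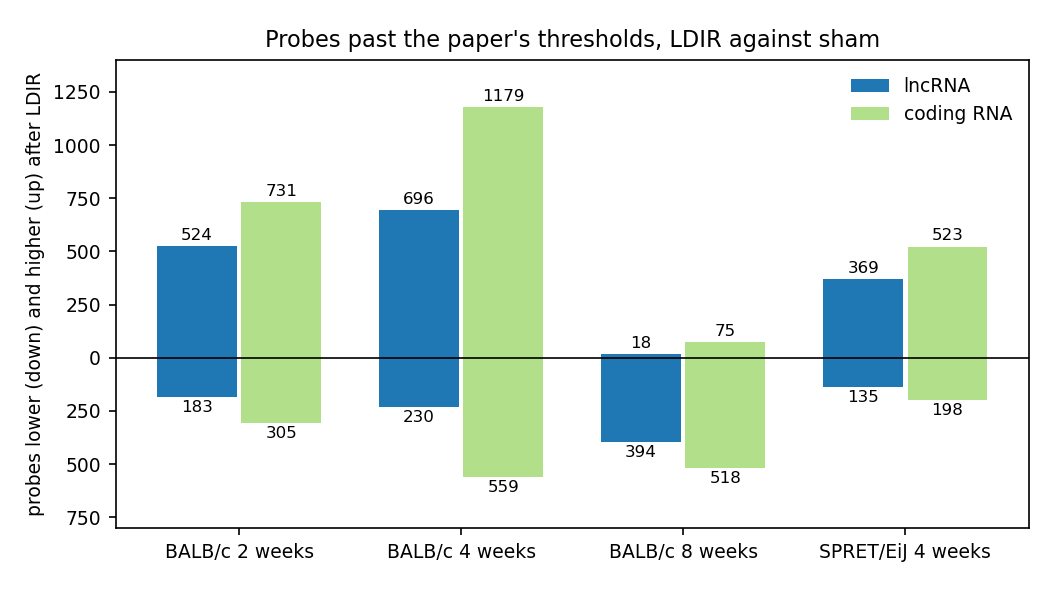
Number of probes past the thresholds (vertical axis) in each LDIR comparison, with lncRNAs and coding RNAs as separate bars, probes higher after LDIR above the line and probes lower below it. Higher probes are the larger part in every comparison except BALB/c at 8 weeks, where 394 of 412 lncRNAs and 518 of 593 coding RNAs were lower.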

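Many of these probes were dim. Of those past the thresholds, 290 of 707 lncRNAs at 2 weeks, 506 of 926 at 4 weeks and 105 of 412 at 8 weeks were well above background on all 3 arrays of the higher group, as were 514 of 1036, 1204 of 1738 and 216 of 593 coding RNAs. The largest 2-week changes among these with groups that did not overlap were in Ido1 (chromosome 8, 25694613 to 25694672, mm9), higher by 2.72 (log2, standard error 1.12) with a SD of 2.37 among LDIR arrays, and in S100g (chromosome X, 159399938 to 159399997), lower with a change of -3.17 and above background on 2 of 3 LDIR arrays. Ido1 passed the thresholds in 3 of 9 alternatives and in 1 of 6 fits without an array, and not with replicate letter as a block. A probe of Mpp1 was at least 1.82-fold higher, while its other probes rose by 0.07 to 0.52. Among lncRNAs, probes on chromosome 8 (from 47822330) and chromosome 2 (from 94011378) were at least 1.78-fold and 1.79-fold higher, one on chromosome 13 (from 95615353) at least 2.73-fold lower, and one on chromosome 19 (from 46418495), above background on 2 of 3 LDIR arrays, changed by -1.20. At 4 weeks Xaf1 (chromosome 11, 72127175 to 72127234) rose by 4.37 with a SD of 2.90 among LDIR arrays, and its other probe by 0.37. Without 1 array, Xaf1 passed in 4 of 6 fits. Ctsr, which passed in 2 of 6, rose by 2.21, above background on 1 of 3 sham arrays, Upk3a changed by -3.53, and S100g by -3.15, again above background on 2 of 3 LDIR arrays. The lncRNAs were on chromosome 1 (from 122660010, 2.14 with 1 of 3 sham arrays above background, and from 85301110, at least 2.42-fold higher), chromosome 13 (from 83877891, -2.35 with 1 of 3 LDIR arrays above background, past the thresholds in 2 of 6 fits without an array) and chromosome 6 (from 86449692, at least 2.04-fold lower). At 8 weeks, relative to the median of all probes, Atf3 rose by 2.69 and Fosb by 2.66, with LDIR replicate A at a Fosb level of 3.41 and every other array of the study at or below 1.30. Relative to the median, Sprr2a2 changed by -3.15, with its other probes at -0.51 and 0.03 before that subtraction. Atf3 passed in 3 of 6 fits without an array. Before the subtraction, Ptpn5 was at least 4.42-fold lower, while its other probes changed by -2.90 and 0.24, and it passed in 2 of 6 such fits. The lncRNAs were on chromosome 17 (from 33379649, 1.51 with 2 of 3 sham arrays above background), chromosome 6 (from 134846943, 1.30 with 1 of 3, past the thresholds in 1 of 6 fits without an array and 5 of 9 alternatives), and, before the subtraction, chromosome 16 (from 30200098, at least 3.89-fold lower) and chromosome 18 (from 77296704, at least 2.25-fold lower). Under the normexp background correction, no lncRNA named here at 2 or 4 weeks passed the thresholds. At 8 weeks only the one on chromosome 16 passed there. The smallest adjusted p of limma over all probes was 0.488 at 2 weeks, 0.331 at 4 weeks and 1 at 8 weeks.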

For BALB/c mice, a total of 357, 480, and 335 lncRNAs and 550, 911, and 389 coding RNAs were identified to be differentially expressed at weeks 2, 4, and 8 after IR in comparison to sham (fold-change 1.5; *p* value < 0.05), respectively (Figure 2(a); Table S1). For SPRET/EiJ, a total of 327 lncRNAs and 424 mRNAs were identified as differentially expressed at week 4 after irradiation in comparison to sham (fold-change 1.5; *p* value < 0.05) (Figure 3(a); Table S1). 

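Here 504 lncRNA probes passed the thresholds in SPRET/EiJ, 369 higher and 135 lower after LDIR, and 721 coding RNA probes, 523 higher and 198 lower. The share of higher probes in both classes was 72.8%, while after quantile normalization 439 were higher and 632 lower. No probe had an adjusted p under 0.05 in limma or in the methods' t-test, the smallest in limma being 0.972, while 1231 and 1232 probes had an unadjusted p under 0.05. In simulated data of this comparison, limma recovered 0% of 200 probes with a log2 change of 2 after adjustment. The lack of adjusted probes thus does not speak against changes of that size. Leaving out LDIR replicate A or B raised the counts to 843 and 887 lncRNAs and to 1257 and 1708 coding RNAs. Only 64 of the 504 lncRNAs and 189 of the 721 coding RNAs were well above background on all 3 arrays of the higher group, and 267 and 272 were so on none of the 6 arrays. Among probes past the thresholds, well above background on all 3 arrays of the higher group and with groups that did not overlap, the largest fitted rises were in Tnc (chromosome 4, 63674248 to 63675011, mm9), at least 3.69-fold, with its other probe up by a log2 change of 1.36, and in Galnt10, at least 2.67-fold, with its other probe up by 0.18 and the thresholds passed in 2 of 6 fits without an array. Vipr2 was at least 2.21-fold lower by its brightest probe, but its other probes changed by 0.18 and 0.19. A probe of 2310076G05Rik was at least 1.34-fold lower. Among lncRNAs, probes on chromosome 19 (from 4994327) and chromosome 1 (from 6188797) were higher, by at least 2.13-fold and by a log2 change of 1.38 with 2 of 3 sham arrays above background, and probes on chromosome 2 (from 132086419) and chromosome 5 (from 144525915) were at least 2.10-fold and 1.59-fold lower. None of these largest changes in SPRET/EiJ, in coding RNAs or lncRNAs, passed the thresholds under the normexp background correction.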

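Between the lists of BALB/c at 2 and 4 weeks, 53 lncRNAs and 82 coding RNAs were shared, where list sizes alone give 40.3 and 45.7 by chance, and 94 of the 135 changed in the same direction. The lists at 4 and 8 weeks shared 42 lncRNAs (23.5 by chance) and 62 coding RNAs (26.1 by chance), of which 21 of 104 changed in the same direction. The lists at 2 and 8 weeks shared 29 lncRNAs (17.9 by chance) and 41 coding RNAs (15.6 by chance), with 24 of 70 in the same direction. Between the strains at 4 weeks, 49 lncRNAs (28.7 by chance) and 72 coding RNAs (31.8 by chance) were shared, 73 of these 121 in the same direction. No chance value was computed for the directions. Most listed probes were higher at 2 and 4 weeks and in SPRET/EiJ, and lower at 8 weeks. That imbalance alone favours the same direction between 2 and 4 weeks and between strains, and opposite directions in overlaps with 8 weeks. Under the normexp background correction the 4 overlaps were 36, 24, 14 and 15 probes, where list sizes give 3.01, 1.53, 0.682 and 1.52 by chance, and 35, 6, 12 and 10 of them changed in the same direction. Between 2 and 8 weeks most shared probes thus changed in the same direction under normexp, as did 27 of 51 after quantile normalization. Between 4 and 8 weeks most shared probes stayed opposite, with 11 of 67 in the same direction among detected probes only and 6 of 28 in the methods' t-test. The balance was closer after quantile normalization (35 of 92, and 19 of 36 lncRNAs) and with slide as a block in the 24-array fit (27 of 55). Between the strains the balance of directions also depended on the setting, with 38 of 84 in the same direction after quantile normalization, 9 of 28 among detected probes only, 18 of 38 in the methods' t-test and 16 of 37 with slide as a block in the 24-array fit. The overlap of 2 and 4 weeks was lowest, at 33 (9.70 by chance), with slide as a block in the fit of all 24 arrays.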

Few coding-RNAs and lncRNAs were found to be differentially expressed at different time points (Figure S1(A) and S1(B)) and between BALB/c and SPRET/EiJ (Figure S1(C)).

To determine the biological functions associated with the LDIR response, we excluded genes whose levels fluctuate in the mouse mammary gland across the estrous cycle. We recently mapped transcript-level changes across the estrous cycle in the murine mammary gland using RNA sequencing and defined a comprehensive estrous variable gene signature of 3893 genes whose levels fluctuate in mammary glands of BALB/c mice [22]. Comparison of our mapped LDIR genes in mammary glands of BALB/c and SPRET/EiJ mice with the estrous signature revealed an approximate 20% overlap in BALB/c (Figure 2(b)) and 9% overlap in SPRET/EiJ mice (Figure 3(b)). Nonoverlapping and differentially expressed LDIR genes for each of the time points were then computationally mapped to biological functions, pathways, upstream regulators, and networks. These analyses suggested that the LDIR response signatures in mammary glands of BALB/c mice transitions between time points and is distinct from the LDIR response in SPRET/EiJ mice.

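Functions, pathways and estrous-independent subsets are not analysed here. The difference in the LDIR response between time points or strains was tested directly, as an interaction term in limma on the 12 arrays of each pair of comparisons. No probe had an adjusted p under 0.05 between BALB/c at 2 and 4 weeks, 4 and 8 weeks, 2 and 8 weeks, or BALB/c and SPRET/EiJ at 4 weeks. At an unadjusted p under 0.05 there were 2187, 2339, 1717 and 1967 probes, or 3.93%, 4.20%, 3.08% and 3.53% of those tested. With slide as a block in the fit of all 24 arrays, 2, 8, 4 and 3 probes had an adjusted p under 0.05, and quantile normalization gave 1 between 2 and 4 weeks. An lncRNA on chromosome 9 (from 81537979), Olfr803, 1700003M02Rik and Lce3f among them were above background on at most 2 of 12 arrays. Fam71a, A930012N16Rik and the probe of quantile normalization were so on 3 to 8. Gm15847, Fosb and Peg13 stood apart from all other arrays on 8-week LDIR replicate A alone. Across probes well above background on all 12 arrays, the log2 changes at 2 and 4 weeks had a Pearson correlation of 0.209 over 33879 probes, those at 4 and 8 weeks -0.182 over 32448, those at 2 and 8 weeks -0.03 over 32265, and those of BALB/c and SPRET/EiJ at 4 weeks 0.0640 over 30466. Genes are not independent replicates, and the standard errors from leaving out 1 array at a time were 0.250, 0.245, 0.152 and 0.155. Each correlation thus lay within 1 standard error of 0. From its own analyses of the lists, the paper proposes that the LDIR response moves from one time point to the next in BALB/c and is distinct from that in SPRET/EiJ.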

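The 55 chemokine and chemokine receptor genes had a median log2 change of 0.07 and a mean of 0.10 in BALB/c 2 weeks after LDIR, and 33 were higher than in sham tissue. The two-sided p was 0.0721 in limma's camera and 0.262 in fry, both in the upward direction. Leaving out 1 array took the camera p from 0.00322 (without LDIR replicate C) to 0.596 (without sham replicate C). Within the list 6 genes passed both thresholds, and 0 had an adjusted p under 0.05 in limma, whether over all probes or adjusted over the list alone, where 7 had an unadjusted p under 0.05. Of all 39430 coding RNA probes, 1036 passed both thresholds at 2 weeks. Camera and fry again ask for a shift in 1 direction, and over-representation of the set in the list was not tested. Ccr3, the eotaxin receptor gene (chromosome 9, 123945225 to 123945284, mm9), rose from -4.42 ± 0.39 (SD, n = 3) in sham to -3.58 ± 0.02 (SD, n = 3) after LDIR, a change of 0.84 (standard error 0.22, adjusted p = 0.894 from limma). All LDIR arrays lay above all sham arrays, and the probe was well above background on all 6. Its change was 0.24 under the normexp background correction and no longer passed the thresholds.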

Two weeks after LDIR exposure pathways and biological functions significantly enriched in mammary glands of BALB/c mice compared to sham irradiated mice included chemokine signaling (*p* = 0.01), CCR3 signaling in eosinophils (*p* = 0.05), cellular movement (3.92*E* − 04 < *p* < 3.41*E* − 02), and cell death and survival (1.29*E* − 03 < *p* < 3.41*E* − 02). 

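The transcript of Gli2 itself (chromosome 1, 120731255 to 120731314, mm9) did not change at 2 weeks beyond the spread between arrays, with a log2 change of 0.00 (standard error 0.39, adjusted p = 0.998 from limma). The sign of this change differed between scalings, at -0.03 under normexp, -0.08 after quantile normalization and -0.01 on the authors' values, and ran from -0.41 to 0.35 with 1 array left out. Satb1 (chromosome 17, 51879137 to 51879196) changed by -0.11 (standard error 0.13, adjusted p = 0.894 from limma). Table S3 lists 6 genes of the 2-week response under GLI2, of which 4 matched a symbol on the array. Foxa2 was lower, but above background on 1 sham array and no LDIR array, so no fold is given, while Smo changed by -0.21 and by 0.62 on its other probe, and Ccl22 and Krt1 were not well above background on any array. All 7 genes listed under SATB1 matched. Lrrn3 changed by -0.60 (standard error 0.21). No fold is given either for Il18rap and Tnfrsf8, which were higher and each above background on 2 LDIR arrays and no sham array, or for Hsf5, which was lower and above background on 1 sham array. Foxp1, Fam129a and Sipa1l2 changed by -0.02, -0.07 and -0.07 on their brightest probes. Of the 4 other probes of Foxp1, 2 also fell, and the 4 ran from -0.24 to 0.65. The other probes of Fam129a and Sipa1l2 rose, by 0.86 and by up to 1.65. The smallest adjusted p among these genes was 0.763 in limma.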

Gene interaction networks were enriched for tissue and endocrine system injury (Figure 2(c) top panel) and significant predicted upstream regulators (Table S3) include GLI2 (*p* = 5.29*E* − 04) and SATB1 (*p* = 1.98*E* − 03). 

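At 4 weeks Gli2 changed by 0.35 on the log2 scale (standard error 0.33, adjusted p = 0.797 from limma), and the LDIR and sham arrays overlapped. All 6 genes that Table S3 lists under GLI2 at this time matched the array. Ccr1 (chromosome 9, 123877790 to 123877849, mm9) was higher, above background on 2 LDIR arrays and no sham array, so no fold is given (adjusted p = 0.334 from limma). Ccr4 rose by 0.99, above background on 1 of 3 sham arrays, and Il10 by 0.82, above background on 2 of 3. Pax2 rose by 1.43 on its brightest probe, while its other probes changed by -0.17 and 0.49. Ntn1 changed by -0.71. Cxcl10 changed by -0.62 with overlapping arrays, and by -1.31 on its other probe. Its -0.62 did not pass the thresholds, while the other 5 genes passed.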

Similar to the two-week LDIR response, GLI2 was predicted to be an upstream regulator (*p* = 4.52*E* − 03; Table S3). GATA3 and STAT6 were among other significant upstream regulators associated with the four-week low-dose response (Table S3). 

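The transcripts of both regulators changed by less than the spread between arrays at 4 weeks. Gata3 (chromosome 2, 9779551 to 9779610, mm9) was at 3.36 ± 0.59 (SD, n = 3) in sham and 3.49 ± 0.66 (SD, n = 3) after LDIR, a log2 change of 0.12 (standard error 0.43, adjusted p = 0.940 from limma) that became -0.31 with slide as a block in the 24-array fit, where sham replicate C alone shares the slide of the LDIR arrays, -0.21 without sham replicate A and -0.18 without LDIR replicate A. Stat6 (chromosome 10, 127097689 to 127097748) changed by 0.02 (standard error 0.17, adjusted p = 0.979 from limma), with -0.01 under normexp, -0.06 without sham replicate C, -0.04 without LDIR replicate B, and 0.03 and 0.59 on its other probes. Of the 9 genes that Table S3 lists under GATA3, 7 passed the thresholds, 8 were higher and 4 were well above background on all 6 arrays. Elovl3, the 1 that was lower, changed by -2.52 (standard error 0.62, adjusted p = 0.699 from limma) and was above background on 2 of 3 LDIR arrays. Of the rest, Il22, Il24, Lce3a and Oprm1 rose by 0.60, 0.54, 0.67 and 0.15, with 1.09 on the other probe of Il24 and up to 1.26 on other probes of Oprm1, and Ptcra was not well above background on any array. Of the 10 genes listed under STAT6, 6 matched and 4 passed. Fcer1g rose by 0.93 (standard error 0.26), and Cish changed by -1.11 (standard error 0.35). Hipk2 changed by -0.70, and by 0.05 on its other probe.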

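As the gene sets of the pathway software are not used here, 152 cytokine and cytokine receptor genes of the interleukin, interferon, tumor necrosis factor, colony-stimulating factor and transforming growth factor beta families were tested as a set. In BALB/c at 4 weeks their median log2 change after LDIR was 0.08 and their mean 0.10, and 94 were higher. The two-sided p was 0.0780 in camera and 0.282 in fry, both in the upward direction. These tests again ask for a shift in 1 direction, which is not the paper's enrichment of genes in its list. With slide as a block in the 6-array fit, where only sham replicate C shares a slide with the LDIR arrays, the median was 0.00 and the p 0.548 in camera and 0.653 in fry, where the direction turned downward. Among detected probes only the camera p was 0.00801, under normexp 0.0202 and without sham replicate B 0.0427. In the set 9 genes passed both thresholds. In limma 0 had an adjusted p under 0.05, over all probes or adjusted over the list alone, and 15 an unadjusted p under 0.05. Of the 55 chemokine and receptor genes, 13 had an unadjusted p under 0.05, 9 passed the thresholds, and 1, Ccr1, had an adjusted p under 0.05 when adjusted over the list alone (0.00428), and none over all probes.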

We furthermore observed that the mammary gland of BALB/c mice four weeks after LDIR was enriched for inflammatory response genes (1.84*E* − 05 < *p* < 1.63*E* − 02), cell movement (3.51*E* − 06 < *p* < 1.45*E* − 02), cell-cell signaling (2.79*E* − 05 < *p* < 1.63*E* − 02), and morphology (1.41*E* − 04 < *p* < 1.60*E* − 02), while gene interaction networks were enriched for lipid metabolism (Figure 2(c) middle panel). 

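In SPRET/EiJ 4 weeks after LDIR, the 152 cytokine and receptor genes had a median log2 change of 0.18 and a mean of 0.37, and 102 were higher than in sham tissue. The two-sided p was 0.00110 in camera, a call that did not hold in fry (0.0642). It rested on 1 array: without LDIR replicate A the camera p was 0.388. In the list, 2 genes passed the thresholds, and 0 had an adjusted p under 0.05 in limma, over all probes or adjusted over the list alone, against 2 at an unadjusted p under 0.05. The chemokine and receptor genes had a median change of 0.19 and a mean of 0.41, with camera and fry p of 0.390 and 0.640. The camera p of the chemokine genes was 0.0168 under normexp, and without LDIR replicate A it was 0.00992 in the downward direction.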

Interestingly, similar responses were observed in mammary glands of SPRET mice at 4 weeks after LDIR including inflammatory response functions (1.69*E* − 03 < *p* < 4.49*E* − 02), cell-cell signaling (5.54*E* − 04 < *p* < 4.49*E* − 02), and morphology (8.31*E* − 05 < *p* < 4.49*E* − 02), suggesting that the functional response is similar across strains and is independent of the gene transcript response. 

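Changes at 8 weeks are given as measured and, where said, relative to the median change of all probes. Areg, which encodes amphiregulin (chromosome 5, 91570090 to 91570149, mm9), went from a log2 level of 1.93 ± 0.93 (SD, n = 3) in sham to -0.30 ± 0.25 (SD, n = 3) after LDIR, a change of -2.23 (standard error 0.50) or -2.09 relative to all probes. Wnt4 (chromosome 4, 136855342 to 136855401) went from 1.97 ± 0.42 (SD, n = 3) to 0.82 ± 0.51 (SD, n = 3), a change of -1.15, or -1.01 relative to all probes, and its other probe changed by -0.92 and did not pass the thresholds. The progesterone receptor gene Pgr (chromosome 9, 8968492 to 8968551) went from 0.12 ± 0.07 (SD, n = 3) to -0.53 ± 0.38 (SD, n = 3), a change of -0.65, or -0.51 relative to all probes, and its unadjusted p in limma, 0.0529, did not pass the threshold. Its other probes changed by -1.02 and -1.04 as measured and passed the thresholds. In each of these genes every LDIR array lay below every sham array. The prolactin gene Prl (chromosome 13, 27156972 to 27157031) was not well above background on any of the 6 arrays, so no fold is given. The adjusted p of all 4 genes was 1 in limma. With 1 array left out, the change as measured stayed between -2.77 and -1.92 for Areg and between -1.44 and -0.95 for Wnt4, which passed the thresholds in all 6 and in 2 of these fits. In the other alternatives Areg passed in 9 of 9 and Wnt4 in 7 of 10. Wnt4 did not pass with all 24 arrays in one fit. Greb1, which Table S3 also lists under PGR, changed by -0.52, or -0.37 relative to all probes, and by -1.81 on its other probe. A list of 8 hormone-response genes of the mammary gland, which adds Tnfsf11, Calca and Esr1 to these 5, had a median change of -0.96 and a mean of -1.20 as measured, with 7 lower. Its two-sided p was 8.9e-08 in camera and 0.00744 in fry, and 2.1e-05 and 0.0538 with slide as a block in the 6-array fit, where only LDIR replicate A shares a slide with the shams. Areg alone had an adjusted p under 0.05 when adjusted over the list alone (0.0340), and none did over all probes. As 5 of the 8 genes were picked by the study on these arrays, the list is not independent evidence.

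**Figure D3:**
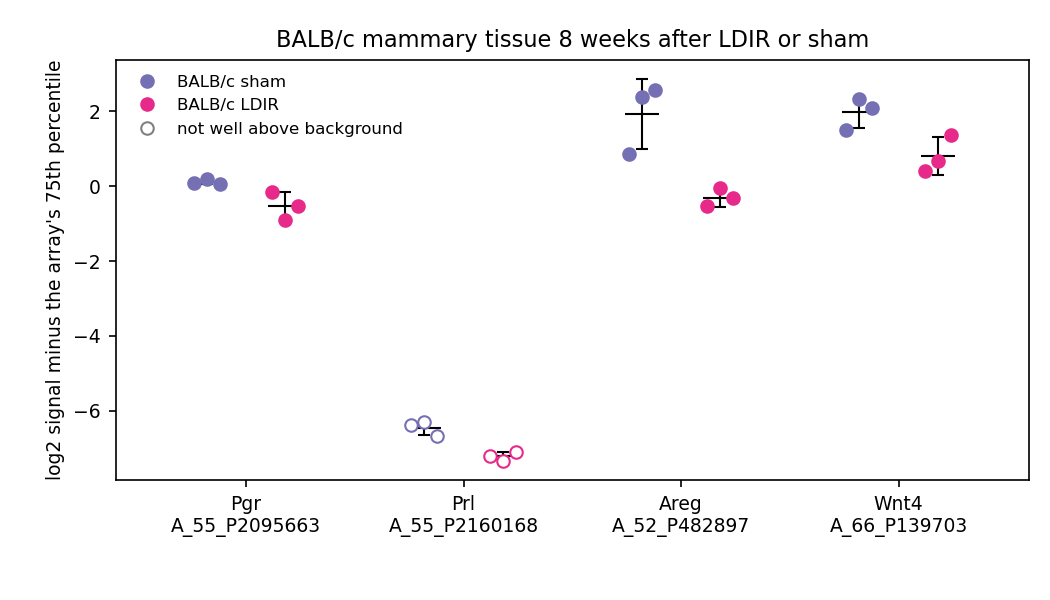
log2 signal minus the array's 75th percentile (vertical axis) of Pgr, Prl, Areg and Wnt4 on the 3 sham and 3 LDIR arrays of BALB/c at 8 weeks, with 1 dot per array, open dots where the probe was not well above background, and bars for the mean and SD. The LDIR arrays lie below the sham arrays for Pgr, Areg and Wnt4, with means of 0.12 and -0.53 for Pgr, 1.93 and -0.30 for Areg and 1.97 and 0.82 for Wnt4, and all 6 dots of Prl are open.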

At 8 weeks after LDIR we observed downregulation of genes involved in mammary gland development including progesterone receptor, prolactin, amphiregulin, and WNT4 (Figure 2(c) bottom panel; Table S3).

### 3.3. Significantly Correlated lncRNA and mRNA Expression Patterns

To identify lncRNAs potentially regulating the expression of coding RNAs in response to radiation, correlation coefficients on expression data were calculated for each coding RNA and lncRNA that were identified as differentially expressed after LDIR. A permutation-based algorithm was then used to determine which correlations were statistically significant (*p* < 0.05; Table S4). 

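For the correlation analysis, the 3 arrays of each of the 8 groups (LDIR and sham at each time and strain) were averaged per probe. The Spearman correlation over these 8 means was computed between every lncRNA and every coding RNA that passed the thresholds in the same comparison. Its exact permutation p came from all possible orders of 8 values. A pair was counted at a given p when the share of orders with a strictly higher correlation in its own direction was under 0.025 for a p of 0.05, and in proportion at lower p. The smallest absolute correlations that passed were 0.714 at a p of 0.05, 0.881 at 0.005 and 0.952 at 0.0005. The 8 means come from different strains and times as well as from LDIR and sham, so a pair can correlate through any of these. Both kinds of RNA were also selected for a difference between the LDIR and sham groups of the same comparison, which are among the 8 means. Reordering removes this shared difference, so part of any excess over reordered groups, or over lncRNAs not selected, can follow from the selection, which was not tested. With these limits each share of correlated lncRNAs was set beside 1000 reorderings, in which the 8 groups of all coding RNAs were reordered together. It was also set beside the 13932 lncRNAs that passed the thresholds in no comparison.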

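At a p of 0.05, all 707, 926 and 412 lncRNAs of BALB/c at 2, 4 and 8 weeks and all 504 of SPRET/EiJ (100% each) correlated with at least 1 coding RNA of the same list. The median lncRNA correlated with 103, 214, 72 and 60.5 coding RNAs. Reordered groups also gave a median share of 100% in each of the 4 lists, with permutation p of 1, 1, 0.943 and 0.973. Among lncRNAs past the thresholds in no comparison, the lowest share was 99.993% (8 weeks). The correlated share at this p is thus no larger than with reordered groups.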

We observed that nearly all LDIR modulated lncRNAs were correlated with at least one of the LDIR modulated coding mRNAs (Figure 4(a)). To determine whether these correlations were driven by estrous variations, we only considered genes whose expression levels were not overlapping with our previously determined estrous signature (Figure 2(b)). Again, we observed that nearly all differentially expressed lncRNAs were correlated with at least one differentially expressed mRNA suggesting that estrous cycling does not affect the strong correlation between lncRNA and mRNA expression after LDIR. To test the robustness of these correlations, we compared the number of lncRNAs associated with at least one mRNA at three different *p* values (*p* < 5*E* − 02, *p* < 5*E* − 03, and *p* < 5*E* − 04). At *p* < 5*E* − 02 or *p* < 5*E* − 03, nearly all (97–100%) differentially expressed lncRNAs were found to be correlated with at least one mRNA (Table S5). 

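At a p of 0.005, 697 of 707 lncRNAs (98.6%) of BALB/c at 2 weeks had at least 1 correlated coding RNA, 924 of 926 (99.8%) at 4 weeks, 405 of 412 (98.3%) at 8 weeks, and 503 of 504 (99.8%) in SPRET/EiJ. Their medians were 15, 33, 12 and 9 coding RNAs. The median share under reordering was 87.7%, 91.0%, 77.7% and 88.6%, and none of 1000 reorderings reached the observed share (permutation p = 0.001 in each, the smallest they can give). lncRNAs past the thresholds in no comparison had shares of 96.5%, 96.7%, 94.4% and 96.3%. The alternative that moved the share most was the filter to detected probes, with 89.0% in SPRET/EiJ.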

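At a p of 0.0005, which here needed an absolute Spearman correlation of at least 0.952, 585 of 707 lncRNAs (82.7%) of BALB/c at 2 weeks, 830 of 926 (89.6%) at 4 weeks, 332 of 412 (80.6%) at 8 weeks and 369 of 504 (73.2%) in SPRET/EiJ had a correlated coding RNA, with medians of 3, 5, 2 and 1. The reordered groups gave medians of 45.7%, 52.2%, 32.8% and 42.3%, and again none of 1000 was as large (permutation p = 0.001, the smallest they can give). lncRNAs past the thresholds in no comparison reached 68.0%, 73.0%, 63.9% and 65.6%. With equal correlations counted, the shares were 60.4%, 74.0%, 54.1% and 48.2%.

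**Figure D4:**
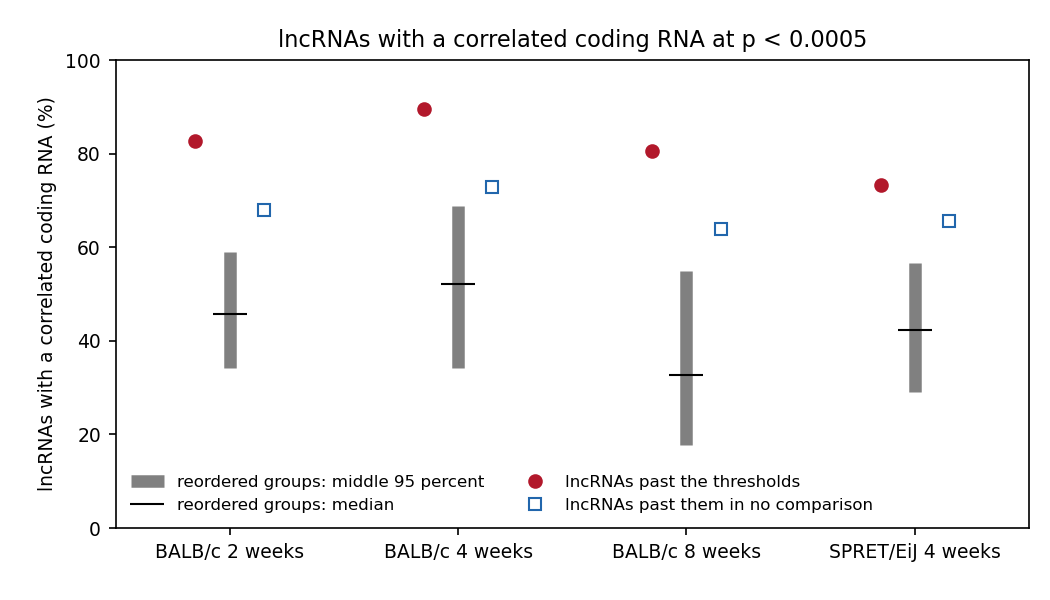
Percent of lncRNAs with a correlated coding RNA at a p of 0.0005 (vertical axis) in each of the 4 LDIR comparisons, with filled dots for lncRNAs past the thresholds, open squares for lncRNAs past them in no comparison, and grey bars and lines for the middle 95 percent and the median of 1000 reorderings. The filled dots (82.7%, 89.6%, 80.6% and 73.2%) lie above the open squares (68.0%, 73.0%, 63.9% and 65.6%), and both lie above the grey bars, which end at 59.0%, 68.8%, 54.9% and 56.5%.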

At *p* < 5*E* − 04, corresponding to a correlation coefficient >0.9, we still observed a significant fraction (63–81%; Table S5) of lncRNAs correlated with mRNAs. Representative correlation networks of lncRNAs are shown in Figure 4(b) (*p* < 5*E* − 03) for each of the timepoints. 

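At a p of 0.005, the 53 lncRNAs past the thresholds in BALB/c at both 2 and 4 weeks correlated with a median of 11 coding RNAs of the 2-week list and 12 of the 4-week list, of which a median of 1 was in both. The 42 lncRNAs shared by 4 and 8 weeks correlated with 20 and 9.5 coding RNAs, and the 29 shared by 2 and 8 weeks with 17 and 9, again with a median of 1 in both. The correlations themselves rest on the same 8 group means at each time point, so the coding RNAs differ between time points because the lists do, which had 82, 62 and 41 coding RNAs in common.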

We furthermore observed that the same lncRNA correlates with different gene sets across different time points (Figure S2). Taken together these data show that LDIR induces coordinated changes in lncRNA and mRNAs and suggests a critical role for lncRNAs in mediating the low-dose radiation response.

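Over the 4 comparisons, 2319 different lncRNAs passed the thresholds in at least 1, and all 2319 correlated with a coding RNA of the same list at a p of 0.05. From the share of LDIR-modulated lncRNAs with a correlated mRNA, which stayed high at lower p, the paper concludes that LDIR induces coordinated changes of lncRNAs and mRNAs, and it proposes a role of lncRNAs in mediating the response.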

## 4. Conclusions

In this study, we demonstrate that genetic background strongly influences the expression of lncRNAs and their response to low-dose radiation by transcriptomic analysis of mouse mammary glands using microarrays that contain both lncRNAs and coding RNAs. We have identified a number of lncRNAs that are significantly changed after exposure to LDIR at three different timepoints after radiation exposure. These lncRNAs have the potential to be surrogate indicators of tissue radiation responses. Moreover, the changes in the expression of lncRNAs are significantly correlated with the expression of coding RNAs, suggesting that lncRNAs may coordinate the tissue response to radiation via regulation of coding mRNAs. However, the specific regulatory mechanism of this control requires further investigation, and knock-out and overexpression of the lncRNA genes in mice and other model systems should be performed to increase our understanding of the regulatory mechanisms in response to LDIR.

## Supplementary Material

Supplementary Data: The supplementary data include supplementary tables (S1 to S4) and supplementary figures (S1 to S3).
Table S1: LncRNA and mRNA mammary tissue expression signatures of strain differences and after LDIR.
Table S2: Baseline gene expression differences in mammary gland tissue of BALB/c and SPRET/EiJ are associated with diverse biological funcitons.
Table S3: Upstream transcriptional regulators associated with low-dose radiation response in mammary glands of BALB/c and SPRET/EiJ mice.
Table S4: Correlations between lncRNA and coding RNA expression in BALB/c and SPRET/EiJ mammary tissues after LDIR exposure.
Figure S1: LncRNA and coding RNA expression changes in mammary tissues of BALB/c and SPRET/EiJ mice. For each time-point, differentially expressed lncRNA (A) or coding RNAs (B) between sham and low-dose irradiated glands were identified by the unpaired Student's t-test with a p-value cut-off of 0.05 and a fold change criteria of more than 1.5. C. Comparison of differentially expressed lncRNAs (left) and coding RNAs (right) in BALB/c and SPRET/EiJ mice four weeks after LDIR exposure. (BC=BALB/c; SPR=SPRET/EiJ; lnc=lncRNA; cd=coding gene).
Figure S2: LncRNA and coding RNA expression levels are correlated in mammary tissues after low dose radiation exposure. Representative examples of networks of the same lncRNAs (pink) significantly correlated in expression with mRNAs (purple) after LDIR in mammary tissues of BALB/c mice at 2 and 4 weeks after exposure, 4 and 8 weeks after exposure and 2 and 8 weeks after exposure.
Figure S3: Annotation of the molecular shapes used in gene interaction networks. Graphical representation of commonly used molecular shapes in interaction networks generated by Ingenuity Pathway Analysis.

## Figures and Tables

**Figure 1:**
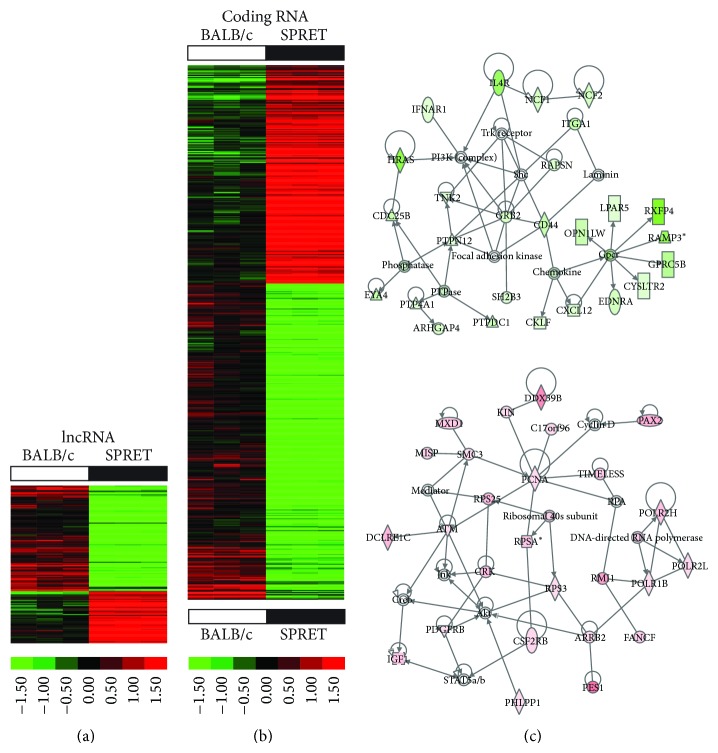
Significant strain differences in lncRNA and coding RNA expression in mammary tissues of BALB/c and SPRET/EiJ mice. (a)-(b) Hierarchical clustering of baseline differences in lncRNA (a) and coding RNA (b) expression in mammary gland tissues of 8-9-week-old BALB/c and SPRET/EiJ mice (fold-change 1.5; *p* value < 0.001). Increased expression indicated in red and decreased expression in green. (c) Gene interaction networks of genes expressed at lower levels in BALB/c mammary tissues when compared to SPRET/EiJ (top) and genes expressed at higher levels in BALB/c compared to SPRET/EiJ (bottom) (see Figure S3 for annotation of molecular shapes used in the networks).

**Figure 2:**
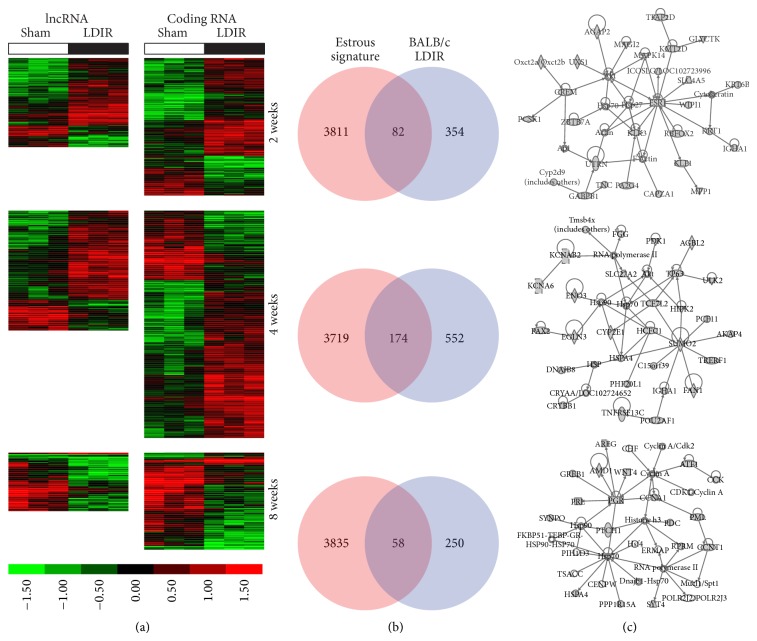
Significant lncRNA and coding RNA expression changes after LDIR exposure in mammary tissues of BALB/c mice. (a) Hierarchical clustering of lncRNAs (left) and coding RNAs (right) differentially expressed (fold-change 1.5; *p* < 0.05) in mammary gland tissues of BALB/c mice at 2, 4, and 8 weeks after sham or LDIR exposure. Increased expression indicated in red and decreased expression in green. (b) Comparison of genes differentially expressed after low-dose radiation at each timepoint with a gene signature containing genes whose expression significantly changes in the mammary gland across the female estrous cycle. (c) The most significant gene interaction networks of estrous cycle independent genes differentially expressed after LDIR at 2, 4, and 8 weeks after exposure (see Figure S3 for annotation of molecular shapes used in the networks).

**Figure 3:**
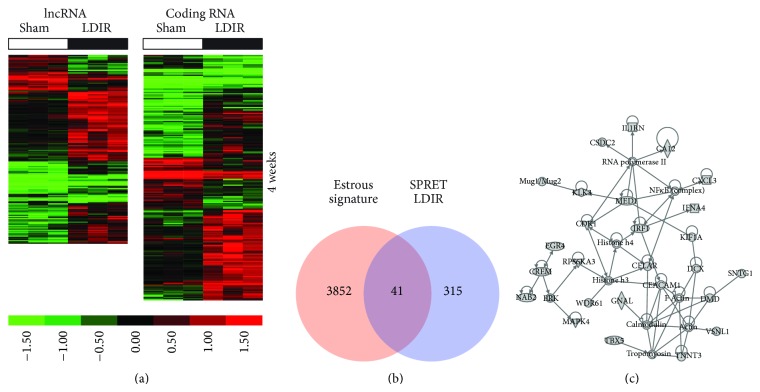
Significant lncRNA and coding RNA expression changes after LDIR exposure in mammary tissues of SPRET/EiJ mice. (a) Hierarchical clustering of lncRNAs (left) and coding RNAs (right) differentially expressed (fold-change 1.5; *p* < 0.05) in mammary gland tissues of SPRET/EiJ mice at 4 weeks after sham or LDIR exposure. Increased expression indicated in red and decreased expression in green. (b) Comparison of genes differentially expressed after low-dose radiation with a gene signature containing genes whose expression significantly changes in the mammary gland across the female estrous cycle. (c) The most significant gene interaction network of estrous cycle independent genes differentially expressed after LDIR (see Figure S3 for annotation of molecular shapes used in the networks).

**Figure 4:**
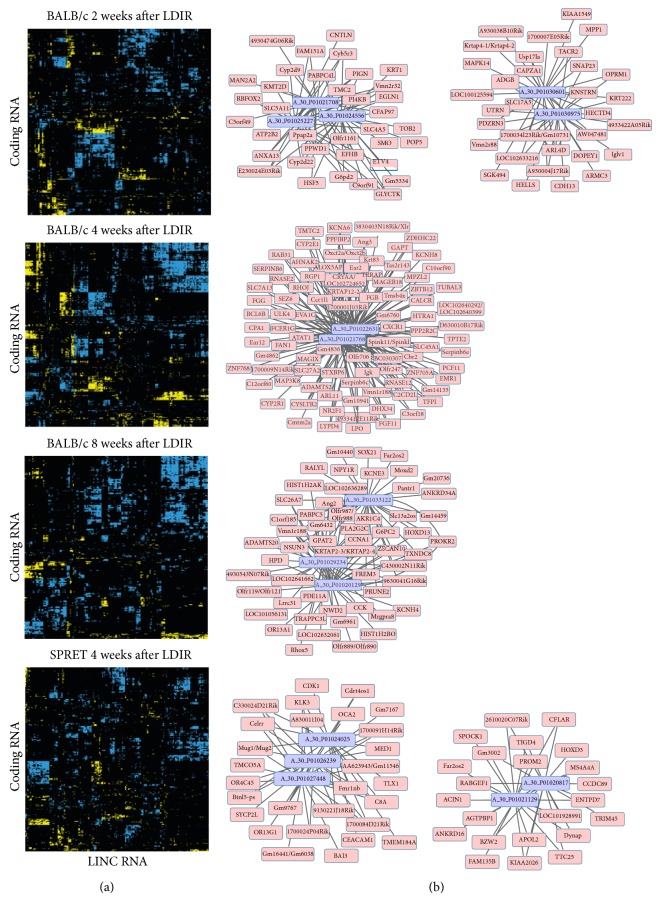
Correlated lncRNA and coding RNA expression in mammary tissues after low-dose radiation exposure. (a) Correlation graphs of the average expression values from each experimental treatment group for each mRNA and lncRNA differentially expressed after LDIR at each of the four timepoints. Positive and negative correlations are indicated in blue and yellow, respectively. (b) Representative examples of networks of lncRNAs (purple) significantly correlated in expression with mRNAs (pink).

How the deposited data were processed for this re-analysis (not part of the article)

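Mammary tissue RNA of 24 mice was measured, each on its own 1-colour Agilent array of 62976 spots. There were 8 groups of 3 mice: LDIR (10 cGy) and sham BALB/c at each of 2, 4 and 8 weeks, and LDIR and sham SPRET/EiJ at 4 weeks. The sample labels gave strain, treatment, time and replicate letter. The arrays lay on 3 slides of 8 arrays.

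Per the file headers, the authors deposited scanner output whose intensity values are background-subtracted and detrended within each array by the scanner software. The authors also deposited log2 values that they had normalized to the 75th percentile and that have a median of 0 for each probe over the 24 arrays, which were used as an alternative. After centring, 99.857% of these log2 values lay within 0.01 of the log2 intensities used here. From the 59305 spots that are not controls, 3777 outlier spots were left out over the 24 arrays, and 0 were saturated. The intensity was put on the log2 scale, the array's 75th percentile subtracted, and spots of the same probe averaged, giving 55681 probes. Coordinates are those of the files (mm9). Of these probes, 7282 were well above background on no array, which is 18.5% of lncRNA and 10.9% of coding RNA probes. Such probes have only a bound on their level, and the number of arrays, 3 in each group, limits the precision of every comparison.

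Groups were compared with limma 3.58.1 in R 4.3.3 on the 6 arrays of each comparison. Figures were drawn with matplotlib 3.10.9. Thresholds were those of the methods: an unadjusted p under 0.001 between strains and under 0.05 after LDIR, both with a change over 1.5-fold. Benjamini-Hochberg adjustment ran over all probes. Gene sets were tested with limma's camera (preset correlation 0.01) and fry. Both ask for a shift of the set in 1 direction, not for over-representation in a list. Correlations between lncRNAs and coding RNAs were Spearman correlations over the 8 group means with exact permutation p.

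Sample groups, tests and alternatives were chosen before the data were examined, apart from those described as chosen later. The alternatives were normexp background correction (offset 50), quantile normalization, the authors' log2 values, outlier spots kept, detected probes only, the methods' t-test, replicate or slide as a block, all 24 arrays in one fit, other BALB/c sham groups and each array left out. The methods' t-test on the authors' log2 values, with equal and with unequal variances, was added later, as were block fits of the chemokine and cytokine sets at 2 weeks.

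The genes named are those the results text names, those Table S3 lists under GLI2, SATB1, GATA3, STAT6 and PGR, and the largest changes. The last are, in each comparison and class, a pair of probes that rose most and a pair that fell most among those past the thresholds, well above background on all 3 arrays of the higher group and without overlap of groups. They were ranked by the fitted log2 change. Where the lower group was above background on no array, that change is not measured, so such ranks are uncertain. A gene with several probes is given by the probe with the highest mean over all arrays. Marker lists were written for epithelium, milk proteins, white adipocytes, brown adipocytes, lymphocytes, macrophages, erythrocytes, skeletal muscle and hormone response.

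Replicate letters are shared between groups. At 2 weeks arrays of the same letter deviated together, with correlations of their deviations of 0.167 (A), 0.482 (B) and 0.172 (C), so there the letters count as pairs on the ground of these values alone. The procedure was tested on simulated data in which 200 probes were changed by a log2 change of 2. It recovered 70.0% of them in the strain comparison (55637 probes), 96.0%, 95.0% and 88.5% in BALB/c at 2, 4 and 8 weeks (55648, 55634 and 55639 probes) and 91.0% in SPRET/EiJ (55627 probes). After adjustment it recovered 46.0%, 50.0%, 50.0%, 0% and 0%. At 8 weeks and in SPRET/EiJ a count of 0 after adjustment thus cannot exclude such changes. Of the simulated probes that were not changed, 50 passed the thresholds in the strain comparison, 1694, 1830 and 2741 in BALB/c at 2, 4 and 8 weeks and 2697 in SPRET/EiJ. The measured arrays gave 4929, 1743, 2664, 1005 and 1225 probes. Gene ontology, pathway software sets and estrous cycle subsets were not used here.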

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

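The methods' t-test on the authors' log2 values, with equal or unequal variances and with other BALB/c shams, and the replicate block for gene sets at 2 weeks were chosen only after the results were seen. Outside the fits that leave out an array, 61 of 122 counts of probes past the thresholds lay within 1.5 times the value at the claim, as did 52 of 61 counts after adjustment. Only 7 of 24 counts of probes shared between lists did so, while 19 of 24 interaction counts after adjustment stayed the same. Correlations of log2 changes moved by less than their error in all 20 alternatives, and 78 of 132 correlated shares by less than theirs. Of 57 gene set values 47, and of 493 values of named genes 401, kept their direction and side of the threshold. Unless stated, the cause of a change was not tested.

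The methods' t-test gave 645 lncRNAs and 2107 coding RNAs between strains and 6363 probes after adjustment. After LDIR it gave 376, 464 and 217 lncRNAs in BALB/c at 2, 4 and 8 weeks and 321 in SPRET/EiJ, with 567, 899, 375 and 429 coding RNAs, and 1 probe after adjustment at 4 weeks, of Rg9mtd2, above background on all 6 arrays. On the authors' log2 values it gave 645 and 2086 between strains and 6279 after adjustment, and after LDIR 357, 480, 235 and 327 lncRNAs and 550, 909, 389 and 424 coding RNAs. With unequal variances on these values it gave 288 and 983 between strains and 1721 after adjustment, and after LDIR 248, 333, 148 and 214 lncRNAs and 397, 619, 280 and 292 coding RNAs. The 8-week BALB/c shams gave 707 lncRNAs, 2354 coding RNAs and 6893 probes after adjustment in limma, and 455, 1693 and 5420 in the t-test on the authors' values, which gave 757 and 2328 with the 2-week shams.

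The normexp background correction left 21, 58, 16 and 5 lncRNAs and 252, 555, 123 and 133 coding RNAs after LDIR. The 5 SPRET/EiJ lncRNAs, chosen after their values were seen, have probes on chromosome 11 (from 103186970, 0.59, and from 120049371, -0.71), 16 (from 84707419, 0.74), 14 (from 115445732, 0.80) and 5 (from 120280943, -0.68). Detected probes only, which leaves fewer probes to test, gave 332, 150 and 91 lncRNAs and 594, 326 and 288 coding RNAs in BALB/c at 2 and 8 weeks and in SPRET/EiJ. Whether the background correction or its offset of 50 lowered the counts under normexp was not tested. The share of higher probes after LDIR at 2, 4 and 8 weeks and in SPRET/EiJ was 64.5%, 50.2%, 27.3% and 55.1% under normexp. Between strains, 69.0% of lncRNAs were higher in BALB/c, against 59.3% with 2-week, 51.6% with 8-week and 54.7% with all 9 BALB/c shams, and the share of both classes was 61.3% against 54.1% under normexp and 56.3% after quantile normalization.

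With all 24 arrays in one fit there were 279 lncRNAs and 506 coding RNAs at 2 weeks, 1067 coding RNAs at 4 weeks, and 1205 and 1665 at 8 weeks, where 1 probe, of Fkbp5 (-1.86), passed after adjustment. The slide block in that fit gave 259 and 403 at 4 weeks and 1123 coding RNAs at 8 weeks, with 5 and 22 probes after adjustment. The 5, chosen after their values were seen, were an lncRNA on chromosome 9 (from 81537979), 1700003M02Rik, Olfr803, Tchhl1 and NAP026042-1, each above background on 1 of 6 arrays. The slide block in the 6-array fit gave 169 and 360 at 8 weeks. Interactions past adjustment numbered 2 between 2 and 4 weeks, 8 between 4 and 8 weeks, 4 between 2 and 8 weeks and 3 between strains with the slide block, and 1 between 2 and 4 weeks after quantile normalization, against 0 in limma otherwise. Those of the small counts, again chosen after their values were seen, were the chromosome 9 lncRNA and Olfr803 between 2 and 4 weeks, Gm15847, Fam71a, Lce3f and Peg13 between 2 and 8 weeks, the chromosome 9 lncRNA, 1700003M02Rik and Olfr803 between strains, and a probe on chromosome 10 (from 80645668) after quantile normalization. At 4 and 8 weeks the slide block sets 1 array against the other group on the same slide. Probes shared by 2 and 4, 4 and 8, and 2 and 8 weeks and by both strains numbered 36, 24, 14 and 15 under normexp (3.01, 1.53, 0.682 and 1.52 by chance), 65, 67, 19 and 28 among detected probes, 36, 28, 18 and 38 in the methods' t-test, 33, 55, 37 and 37 with the slide block, and 78 for 2 and 4 weeks after quantile normalization.

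Replicate letter as a block gave 2366 coding RNAs between strains. The correlations of same-lettered arrays were -0.08, -0.04 and 0.26 there for A, B and C, -0.02, 0.14 and -0.02 at 4 weeks, -0.56, -0.56 and 0.55 at 8 weeks, and 0.11, 0.18 and -0.20 in SPRET/EiJ, so in none of these did all 3 letters deviate together. At 2 weeks, where the letters pair the arrays, the replicate block gave 840 lncRNAs and 1303 coding RNAs and 0 probes after adjustment, a camera p of 0.0892 for the chemokine set and 0.393 for the cytokine set, with both sets on the same side of the threshold. Ido1 no longer passed the thresholds with the replicate block (unadjusted p of 0.0776 in limma), while Ccr3, Mpp1, S100g and the 4 lncRNAs with the largest changes did. In the other comparisons Ctsr, Atf3, Galnt10 and Prl, which was above background on no array, no longer passed with it. Elsewhere the replicate block gave 827 lncRNAs between strains, 1084 and 1913 at 4 weeks, 605 and 760 at 8 weeks, and 509 and 836 in SPRET/EiJ.

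Correlated shares at a p of 0.005 and 0.0005 moved as follows. Under normexp they were 99.4% and 93.1% at 2 weeks, 100% and 96.9% at 4 weeks, 88.4% (0.0005) at 8 weeks and 94.0% (0.0005) in SPRET/EiJ. After quantile normalization the 0.0005 share was 77.4% at 2 and 60.2% at 8 weeks, and the 0.005 share 98.6% in SPRET/EiJ. On the authors' log2 values the 4-week 0.005 share was 100%. Detected probes only gave 96.1% and 72.3% at 2 weeks, 96.0% and 62.7% at 8 weeks and 89.0% and 57.1% in SPRET/EiJ. The lists of Table S1 gave 96.9% and 73.7%, 98.8% and 80.0%, then 70.2% and 59.9% (0.0005) at 8 weeks and in SPRET/EiJ, and those of the methods' t-test 96.5% and 73.1%, 98.9% and 81.0%, 96.3% and 69.1%, and 60.1% (0.0005). The 6 BALB/c groups gave 99.6% and 90.5%, 100% and 96.4%, 100% and 91.7%, and 100% and 86.9%, but 6 groups have only 720 orders, so no pair can reach a p of 0.0005 and these shares cannot be set beside those of 8 groups. A one-sided p gave 100% at 0.005 at 4 weeks and in SPRET/EiJ. Counting equal correlations gave 60.4% (0.0005), 99.1% and 74.0%, 96.4% and 54.1%, and 97.4% and 48.2%. With slide effects removed they were 99.4% (0.005) at 2 weeks and 97.8% and 81.5% in SPRET/EiJ, and with Pearson 73.3%, 83.8% and 66.3% (0.0005) and 97.2% and 54.8%.

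For the chemokine set, the direction between strains was reversed in fry (0.549) and among detected probes (0.830). At 8 weeks its camera p of 0.0173 became 0.350 after quantile normalization and 0.129 among detected probes, with the opposite direction in fry (0.952), and in SPRET/EiJ it was 0.0168 under normexp. For the cytokine set it was 0.0202 under normexp and 0.00801 among detected probes at 4 weeks, was reversed in fry at 8 weeks (0.702), and was 0.0642 in fry in SPRET/EiJ. Named genes changed sign as follows: Cxcl10 between strains (-0.49) with slide as a block, Gli2 at 2 weeks under normexp (-0.030), quantile normalization (-0.078) and on the authors' values (-0.014), Gata3 with slide as a block (-0.31), Stat6 under normexp (-0.0071), and Vipr2 on its other probes (0.18).

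With each array left out in turn, counts ran from 826 to 969 lncRNAs, 2363 to 2791 coding RNAs and 6907 to 8111 adjusted probes between strains. After LDIR they ran from 733 to 917 and 1103 to 1626 at 2 weeks, 653 to 2457 and 1444 to 3625 at 4 weeks, 199 to 763 and 403 to 1079 at 8 weeks, and 438 to 887 and 620 to 1708 in SPRET/EiJ, with 0 after adjustment in limma. The lowest between strains came without BALB/c sham replicate A, the highest at 2 and 4 weeks without sham replicate C, at 8 weeks without sham replicate B, and in SPRET/EiJ without LDIR replicate B. Without 8-week LDIR replicate C there were 199 lncRNAs. Camera p of the chemokine set ran from 0.601 to 0.915 between strains, 0.00322 to 0.596 at 2, 0.0292 to 0.723 at 4 and 1.7e-05 to 0.996 at 8 weeks, and 0.00992 to 0.609 in SPRET/EiJ, and of the cytokine set from 0.210 to 0.949, 0.0427 to 0.379, 0.00199 to 0.654 and 1.6e-04 to 0.388. The hormone-response set stayed between 2.0e-09 and 8.79e-04. Directions turned for the chemokine set between strains without SPRET/EiJ sham replicate A (0.758) or BALB/c sham replicate A (0.882) or C (0.840), and in SPRET/EiJ without sham replicate C (0.609) or LDIR replicate A (0.00992), and for the cytokine set without 2-week LDIR replicate C (0.949) or 8-week LDIR replicate B (0.112). Among named genes the sign turned in Cxcl10 (-0.087 to 0.54), Gli2 at 2 weeks (-0.41 to 0.35), Gata3 (-0.21 to 0.47) and Stat6 (-0.061 to 0.11).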

Differences from the paper's values

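The methods' t-test on the authors' log2 values, with equal or unequal variances, was chosen only after the values were seen. In each comparison, alternatives fixed before the data were examined that are not named as within 1.5 times the paper's value were not.

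Between strains, the paper's 195 lncRNAs higher and 95 lower in BALB/c compare with 846 and 380, and its 582 coding RNAs higher and 402 lower with 2177 and 1526. No alternative fixed beforehand came within 1.5 times these values: the methods' t-test gave 455, 190, 1276 and 831, the 8-week BALB/c shams 365 lncRNAs higher and 1359 and 995 coding RNAs, and normexp 576 and 354 lncRNAs. The methods' t-test with unequal variances on the authors' log2 values, chosen after seeing the values, gave 193, 95, 582 and 401, and all 983 of its coding calls are among the 984 that Table S1 lists. The same test with equal variances on these values, also chosen after seeing them, gave 449, 196, 1238 and 848, and with the 8-week shams 202, 253, 948 and 745, of which only the first is within 1.5 times the paper's value.

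At 2 weeks the paper's 357 lncRNAs and 550 coding RNAs compare with 707 and 1036. Quantile normalization (512 and 766), detected probes only (332 and 594), the methods' t-test (376 and 567) and all 24 arrays in one fit (279 and 506, or 307 and 509 with slide as a block, a fit planned for the overlaps) were within 1.5 times, and normexp (21 and 252), the authors' values (685 and 1023), outlier spots kept (707 and 1039), the replicate block (840 and 1303) and every fit without 1 array were not. At 4 weeks the paper's 480 and 911 compare with 926 and 1738. The methods' t-test (464 and 899) and all 24 arrays (683 and 1067) were within 1.5 times, as were detected probes only (639) and the fit without LDIR replicate C (653) for lncRNAs, while normexp (58 and 555), quantile normalization (830 and 1652), the authors' values (933 and 1750), outlier spots kept (923 and 1736), the replicate block (1084 and 1913) and slide as a block (942 and 1614, or 259 and 403 with all arrays) were not.

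At 8 weeks the paper's 389 coding RNAs compare with 593. Within 1.5 times were quantile normalization (558), detected probes only (326), the methods' t-test (375), slide as a block in the 6-array fit (360) and the fit without LDIR replicate C (403), and not normexp (123), the authors' values (629), outlier spots kept (590), the replicate block (760), all 24 arrays (1665, or 1123 with slide as a block) or the other fits without 1 array. For lncRNAs at 8 weeks the paper's tables S1 and S5 give 235, against 412. Within 1.5 times were the methods' t-test (217), slide as a block (169) and the fits without LDIR replicate B (320) or C (199), and not normexp (16), quantile normalization (368), the authors' values (438), outlier spots kept (411), detected probes only (150), the replicate block (605) or all 24 arrays (1205, or 546 with slide as a block). The paper's text gives 335.

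In SPRET/EiJ the paper's 327 lncRNAs and 424 coding RNAs compare with 504 and 721. Within 1.5 times were the methods' t-test (321 and 429) and the fit without sham replicate A (438 and 620), for lncRNAs also quantile normalization (415), all 24 arrays (422, or 430 with slide as a block) and the fits without sham replicate B (439) or C (466), and for coding RNAs detected probes only (288). Those that were not include normexp (5 and 133), the authors' values (504 and 718), outlier spots kept (502 and 718) and the replicate block (509 and 836). Over all comparisons the paper's 1338 lncRNAs, 1337 of them correlated, compare with 2319 and 2319. Quantile normalization (1962), detected probes only (1153 and 1152) and the methods' t-test (1317 and 1317) were within 1.5 times, and normexp (98 and 97), the authors' values (2323), outlier spots kept (2313), the replicate block (2666) and all 24 arrays (2379) were not.

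The methods' t-test on the authors' log2 values, chosen after seeing the values, gave 357 and 550 at 2 weeks, 480 and 909 at 4 weeks, 235 and 389 at 8 weeks, 327 and 424 in SPRET/EiJ and 1338 lncRNAs over all comparisons, 1337 of them correlated. With unequal variances, also chosen after seeing them, it gave 248 and 397, 333 and 619, 148 and 280, 214 and 292, and 909 and 908.

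The paper states that Cxcl10 is higher in BALB/c. Its brighter probe differed by 0.12 and did not pass the thresholds, while the dimmer probe, listed in Table S1, was at least 1.48-fold higher and passed. The paper states that the progesterone receptor gene and prolactin fell at 8 weeks. Every Pgr probe fell. The brightest changed by -0.65 with an unadjusted p of 0.0529 in limma. It passed the thresholds in 5 of 10 alternatives, among them the methods' t-test. The other Pgr probes changed by -1.02 and -1.04 and passed the thresholds. Prl was not well above background on any array.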

Other observations

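Tests that count other splits of the arrays and the pair of tests on correlations at a p of 0.0005 were chosen only after the result was seen, as were the comparison of the numbers of higher and lower probes between fits without an array at 8 weeks and the test of strain differences within a slide.

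More probes were lower than higher after LDIR in BALB/c at 8 weeks, where the array of sham replicate A had a raised background (negative controls at 37.2). Without that array 57.8% of probes past the thresholds were lower, under the 60% set beforehand as the mark of raised background. There 630 were higher and 863 lower, against 84 and 1758 without sham replicate B, 66 and 1521 without sham replicate C, and 93 and 912 on all 6 arrays. Raised background on that array may thus account for part of the skew. Other arrays matter as well, with 622 lower and 35.3% higher without LDIR replicate B and 537 lower without LDIR replicate C, and among detected probes only 86 were higher and 390 lower. An effect of LDIR stays open. In SPRET/EiJ more probes were higher, and the array of LDIR replicate C had negative controls at 26.3 and 39.4% of lncRNA probes well above background. Without it 60.9% were higher, within the range of 56.7% to 81.3% over all arrays left out. Among detected probes only, 165 were higher and 214 lower, so the excess of higher probes was absent there and rests on dim probes, while whether the background of that array or an effect of LDIR raised these cannot be told apart.

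At 4 weeks, sham replicate C lay on the slide of the LDIR arrays and sham replicates A and B on another. Replicate C was the sham array nearest to the LDIR mean in 51.3% of the 2659 probes past the thresholds and measured on all 6 arrays, against 29.6% for A and 19.1% for B, so a difference between slides may contribute to these probes. Without replicate C, where slide and LDIR coincide, the counts were 2457 lncRNAs and 3625 coding RNAs. The slide block turned 70.4% higher into 791 higher and 1765 lower, but rests on sham replicate C alone. At 8 weeks LDIR replicate A shared the slide of the shams and was nearest to the sham mean in 44.8% of 1004 probes, against 35.3% for B and 19.9% for C, so slide and LDIR cannot be told apart for these probes, with 1 array to tell by.

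Probes near the background made up a larger share of those past the thresholds than of all probes. In the higher group, 35.8% of those past the thresholds at 4 weeks were not well above background on all arrays, against 31.9% of all probes, and at 2 weeks 53.9% against 34.3%, at 8 weeks 68.1% against 35.4% and in SPRET/EiJ 79.4% against 39.6%. Noise of dim probes may therefore account for part of them, while between strains the share was 6.96% against 33.0%.

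The 6 arrays of each comparison can be split into 3 and 3 in 10 ways, so no share under 0.1 can be reached and this count alone cannot exclude chance. As many probes passed the thresholds in 1 of 10 splits between strains (4929, others 18 to 35, and 10424 after adjustment in limma against 0 in each other split), 5 of 10 at 2 weeks (1743, others 1129 to 2599), 3 of 10 at 4 weeks (2664, others 1020 to 3489), 8 of 10 at 8 weeks (1005, others 682 to 3791) and 10 of 10 in SPRET/EiJ (1225, others 1449 to 2311). Of the 2-week splits, 4 part all 3 pairs of the same letter, and the real one was the largest of these (others 1129 to 1463). For the interactions, 61, 49, 61 and 54 of 100 splits gave as many probes at an unadjusted p under 0.05 (2 and 4, 4 and 8, 2 and 8 weeks, and both strains), so chance is not excluded.

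The strain comparison also runs along the slides, as no slide holds sham arrays of both strains. Slide as a random block, which cannot part strain from slide here, gave 5641 probes past the thresholds and 12098 after adjustment. Slide 3 holds LDIR arrays of both strains that the strain comparison did not use, replicates B and C of BALB/c at 8 weeks and all 3 of SPRET/EiJ at 4 weeks. Between these, 86.4% of the 4929 probes differed by more than 1.5-fold in the same direction, and 81.7% to 86.9% with each of the 5 arrays left out. This argues against slides as the whole cause. These arrays differ in time as well as in strain. In limma 1808 probes passed after adjustment on the 5 arrays, and 1687, 0 and 279 without SPRET/EiJ replicate A, B or C. Leaving out a BALB/c array leaves 1 in that group, too few for such a count. Strain stays open, as does a slide difference in the remaining probes.

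Probes were designed on the reference mouse genome. Where a gene with several probes had a probe past the thresholds, the other probes followed in 44.1% of 828 probes higher in BALB/c and in 59.5% of 571 probes lower in BALB/c (Fisher's exact test, two-sided p = 1.45e-08). The test counts probes, and those of the same gene are not independent, so its p may overstate the evidence. Sequence differences from the SPRET/EiJ genome may thus lower the signal of some probes in that strain, and a difference in expression between strains stays open as well. The Me1 probes disagree in this way, with 13.57 and 12.56 on a pair of them, each above background on 1 of 3 SPRET/EiJ arrays, and -0.88 on the remaining one.

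For the correlations, many coding RNAs are tried for each lncRNA. At a p of 0.05 the lowest median share under reordered groups was 100%, so this alone may account for nearly all lncRNAs having a correlated coding RNA. At 0.0005 it alone does not suffice, as no reordering was as large in any comparison (permutation p = 0.001, the smallest they can give). There, lncRNAs past the thresholds in no comparison had a share of at least 63.9%, so group differences of strain, time or slide that these lncRNAs share may account for much of it. The remainder may follow in part from choosing both kinds of RNA for a difference between the same LDIR and sham groups, which was not tested, and coordination by LDIR stays open.

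Cell makeup of the glands may differ between mice. Over the marker lists with a median change over 1.5-fold, the smallest adjusted p of fry was 0.320, so makeup and LDIR cannot be told apart with 3 arrays in each group. In camera, with its preset correlation, the smallest p apart from hormone response were 5.88e-05 for macrophages and 0.00144 for milk proteins at 4 weeks, and 7.73e-05 for lymphocytes, 5.33e-04 for erythrocytes and 0.00178 for milk proteins in SPRET/EiJ, calls that did not hold in fry after adjustment. The median log2 changes and unadjusted fry p of the lists with a median change over 1.5-fold were milk proteins 1.65 (0.0420) at 4 weeks and -2.46 (0.357) in SPRET/EiJ, white adipocytes -0.59 (0.419) and lymphocytes 2.19 (0.295) in SPRET/EiJ, brown adipocytes -1.18 (0.151) at 4 weeks and -0.97 (0.390) in SPRET/EiJ, macrophages 0.75 (0.0422) and skeletal muscle -1.31 (0.472) at 4 weeks, skeletal muscle 0.83 (0.817) at 2 weeks, erythrocytes -0.92 (0.162) in SPRET/EiJ and hormone response -0.96 (0.00744) at 8 weeks, 5 of whose 8 genes the study picked. Epithelium changed by less than 1.5-fold in each LDIR comparison, with -0.25 (0.702) in SPRET/EiJ. Between strains, BALB/c minus SPRET/EiJ, the lists with a median difference over 1.5-fold were epithelium 1.25 (0.230), hormone response 1.46 (0.0198), milk proteins -1.91 (0.396), skeletal muscle 1.34 (0.583), erythrocytes -0.83 (0.140) and macrophages -0.67 (0.0461), the smallest p of camera among them being 0.0299 for epithelium. The smallest adjusted p of fry was again 0.320, so makeup stays open for the strain differences too.

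On the array of 8-week LDIR replicate A, 3 genes chosen after their values were seen stood apart from the other 23 arrays, with all arrays above background. Peg13 was at -2.90 against 2.29 to 3.56, Gm15847 at 1.01 against -3.25 to -1.26, and Fosb at 3.41 against -2.12 to 1.30. No biological explanation was tested.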
